# An Atlas of Transcription Factors Expressed in Male Pupal Terminalia of *Drosophila melanogaster*

**DOI:** 10.1534/g3.119.400788

**Published:** 2019-10-16

**Authors:** Ben J. Vincent, Gavin R. Rice, Gabriella M. Wong, William J. Glassford, Kayla I. Downs, Jessica L. Shastay, Kenechukwu Charles-Obi, Malini Natarajan, Madelaine Gogol, Julia Zeitlinger, Mark Rebeiz

**Keywords:** gene regulation, development, *Drosophila*, transcription factors, terminalia

## Abstract

During development, transcription factors and signaling molecules govern gene regulatory networks to direct the formation of unique morphologies. As changes in gene regulatory networks are often implicated in morphological evolution, mapping transcription factor landscapes is important, especially in tissues that undergo rapid evolutionary change. The terminalia (genital and anal structures) of *Drosophila melanogaster* and its close relatives exhibit dramatic changes in morphology between species. While previous studies have identified network components important for patterning the larval genital disc, the networks governing adult structures during pupal development have remained uncharted. Here, we performed RNA-seq in whole *Drosophila melanogaster* male terminalia followed by *in situ* hybridization for 100 highly expressed transcription factors during pupal development. We find that the male terminalia are highly patterned during pupal stages and that specific transcription factors mark separate structures and substructures. Our results are housed online in a searchable database (https://flyterminalia.pitt.edu/) as a resource for the community. This work lays a foundation for future investigations into the gene regulatory networks governing the development and evolution of *Drosophila* terminalia.

As animal development proceeds, transcription factors and signaling molecules are expressed in precise patterns to specify cell fate in space and time (Levine and Davidson 2005). These genes ultimately impinge upon cellular effectors, forming gene regulatory networks that alter cellular behavior and generate complex morphologies (Smith *et al.* 2018). Changes within gene regulatory networks can have cellular consequences and result in morphological differences between species (Prud’homme *et al.* 2007; Thompson *et al.* 2015; Halfon 2017). To understand how body parts are built during development and modified through evolution, we must define and dissect their relevant gene regulatory networks.

Of all the anatomical parts in the animal body plan, genitalia have been of particular interest for many evolutionary questions. Across animals, genital morphology diverges rapidly between species (Hosken and Stockley 2004; Simmons 2014). These observations have led some to theorize that male and female genitalia co-evolve under conditions of sexual conflict (Brennan and Prum 2015). Others theorize that cryptic female choice has facilitated morphological divergence (Eberhard 1985). The accumulation of divergent morphologies between species may lead to miscoupling of genitalia during interbreeding, reducing viability or fecundity (Masly 2011; Yassin and David 2016; Tanaka *et al.* 2018). In *Drosophila*, genital morphology is also critical for taxonomic classification, as it is often the only way to reliably identify species that are otherwise morphologically indistinguishable (Okada 1954; Bock and Wheeler 1972; Kamimura and Mitsumoto 2011). Previous studies have highlighted several novel genital morphologies that may provide insights into how new traits evolve (Kopp and True 2002; Yassin and Orgogozo 2013). Despite their intensive study, the molecular basis of genital evolution remains poorly understood.

The genitalia of *Drosophila melanogaster* and its close relatives provide a unique opportunity to determine how gene regulatory networks build complex and evolving structures. Most previous work on genital development has focused on the larval genital disc, where transcriptomics and targeted genetic experiments have identified several genes that alter adult genitalia when perturbed (Chen and Baker 1997; Gorfinkiel *et al.* 1999; Keisman and Baker 2001; Chatterjee *et al.* 2011). However, much less is known about the genes that control genital development during metamorphosis, when many of the adult structures form through epithelial remodeling (Glassford *et al.* 2015). Quantitative trait locus (QTL) mapping studies have also been performed in *Drosophila* and have identified several large genomic regions that contribute to genital diversification between crossable sister species (Macdonald and Goldstein 1999; Zeng *et al.* 2000; Masly *et al.* 2011; McNeil *et al.* 2011; Tanaka *et al.* 2015; Takahara and Takahashi 2015). An examination of the gene regulatory networks which govern development of these structures during pupal stages may yield insights into the developmental partitioning of a complex tissue, the causative genes that underlie morphological differences between species, and the origins of novel traits.

The adult male terminalia (comprising both the genitalia and analia) of *D. melanogaster* are subdivided into five main structures, following recently revised nomenclature (Rice *et al.* 2019b): the hypandrium, phallus, surstylus (clasper), epandrial ventral lobe (EVL, also known as the lateral plate), and cercus (also known as the anal plate) (Figure 1A). By 28 hr after puparium formation (APF), four structures can be distinguished in the developing terminalia: hypandrium, phallus, cercus, and the tissue which will give rise to the EVL and surstylus (Figure 1B). By 48 hr APF, the pupal terminalia effectively prefigure adult structures – the surstylus and EVL have separated, and the epandrial posterior lobe has formed along with many other substructures associated with the hypandrium and phallus (Figure 1B). Therefore, in less than 1 day, the pupal terminalia undergo a dramatic remodeling process that builds many adult structures. This rapid transformation motivated our search for transcription factors that pattern these structures during pupal development.

**Figure 1:**
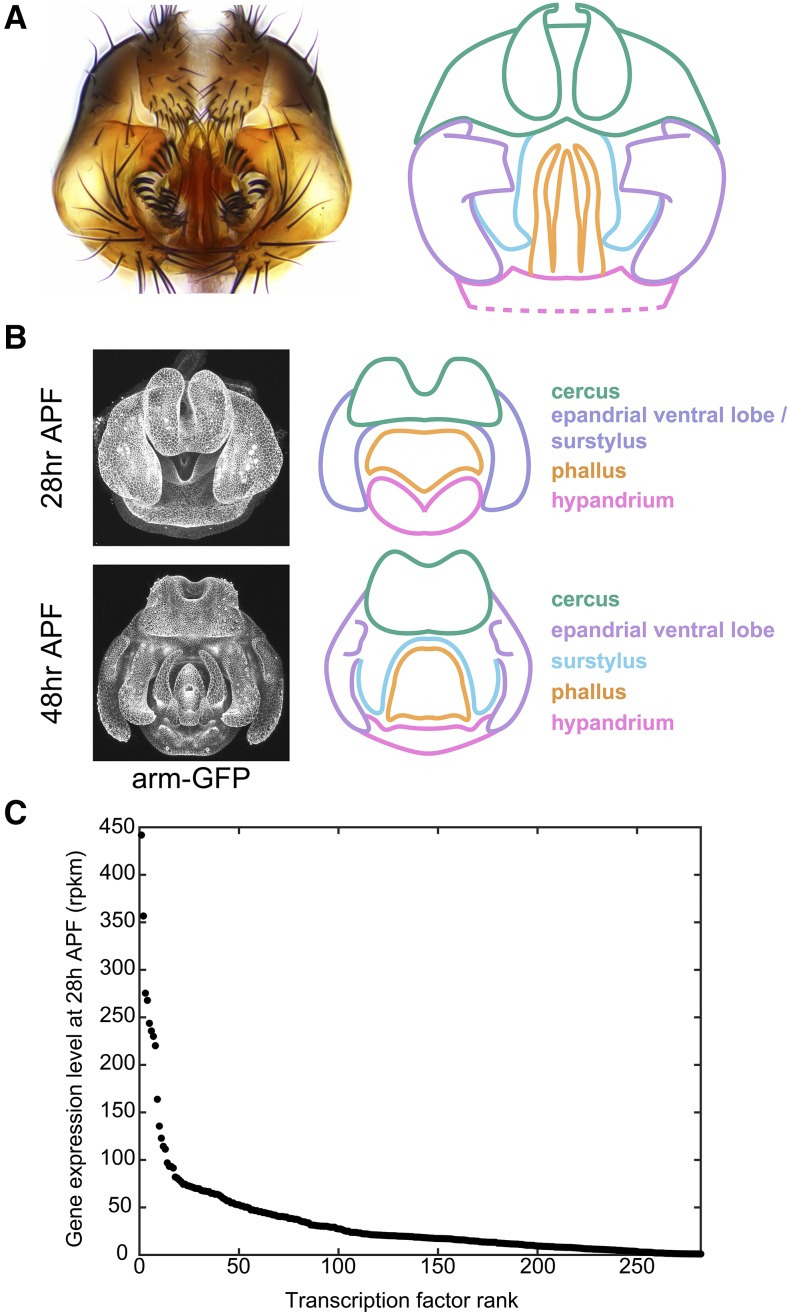
Overview of male terminalia in *Drosophila melanogaster*. A) Left: light microscopy image of adult male terminalia. Right: schematic of major terminal structures. Pink: hypandrium; orange: phallus; light purple: epandrial ventral lobe; cyan: surstylus; green: cercus. The hypandrium extends beyond the cartoon, as represented by dotted lines. Note that our annotation of the cercus includes epandrial dorsal lobe (EDL) and subepandrial sclerite; these are difficult to distinguish during development and thus have been collapsed under the umbrella of cercus structures. B) Left: confocal microscopy images of developing male terminalia at two developmental time points in a transgenic line where apical cell junctions are fluorescently labeled using an *armadillo-GFP* fusion transgene. Right: schematic of major terminal structures in development, color coded as above. Dorsal-ventral (D-V), and medio-lateral (M-L) axes are labeled. Anterior structures project into the page, while the posterior end projects out of the page. C) Expression levels in reads per kilobase per million mapped reads (rpkm) of the 100 most highly-expressed transcription factors at 28 hr after puparium formation (APF) as measured by RNA-seq.

In this study, we performed RNA-seq in male terminalia during early pupal development and identified highly expressed transcription factors that may operate during this stage. We then used *in situ* hybridization to build a gene expression atlas of 100 transcription factors in the male pupal terminalia at two time points during development. Most of these genes were highly patterned, especially at 48 hr APF, and we identified genetic markers for many structures and substructures that exhibit morphological differences between Drosophilids. Our data are housed in a searchable online database (https://flyterminalia.pitt.edu/) that will expand as new expression patterns are charted. We believe that the transcription factors characterized here draw the outlines of gene regulatory networks that control genital development and evolution in *Drosophila*.

## Materials and Methods

Detailed, formatted protocols for probe design and synthesis, sample collection, dissection and fixation, and *in situ* hybridization can be found at https://flyterminalia.pitt.edu/.

### RNA-seq and transcriptomic analysis

RNA was isolated from single pupal terminal samples (genotype: *yw;+;+*) dissected at 24 hr APF or 28 hr APF using the Maxwell 16 Tissue RNA Purification Kit (Promega). Poly-A RNA-seq libraries were generated using a Clontech library preparation kit (040215). Individual libraries from four different samples were generated for each time point, and libraries were sequenced on an Illumina HiSeq 2500. Sequencing reads from 3 lanes of 51-base Hi-seq data were aligned with tophat (2.0.13) to the dm3 assembly (Trapnell *et al.* 2009), which was retrieved from the UCSC Genome Browser with annotations from Flybase (ftp://ftp.flybase.net/genomes/Drosophila_melanogaster/dmel_r5.57_FB2014_03/gff/). Reads were counted in unioned exons using bedtools count (Quinlan and Hall 2010). Genes expressed in the terminalia were compared to the FlyTF list of annotated transcription factors found at https://www.mrc-lmb.cam.ac.uk/genomes/FlyTF/. (Pfreundt *et al.* 2010).

### Probe design and synthesis

Templates for 200-300 basepair RNA probes were designed from a large exon present in all annotated isoforms of each examined gene. Exons were chosen by retrieving the decorated FASTA from flybase.org, and annotated isoforms were examined using the UCSC genome browser. After exon selection, Primer3Plus (Untergasser *et al.* 2007) was used to design PCR primers that would amplify a 200-300 base pair region, and 5-10 candidate primer pairs were screened using the UCSC In Silico PCR tool to identify sets that will amplify the region of interest from the most diverged Drosophilid species possible. This screening process was implemented to maximize the utility of any particular primer set for other species. Reverse primers were designed beginning with a T7 RNA polymerase binding sequence (TAATACGACTCACTATAG), and template DNA was PCR amplified from adult fly genomic DNA extracted using the DNeasy kit (QIAGEN). Digoxigenin-labeled probes were then synthesized using *in vitro* transcription (T7 RNA Polymerase, Promega / Life Technologies), ethanol precipitated, and resuspended in water for Nanodrop analysis. Probes were stored at -20° in 50% formamide prior to *in situ* hybridization.

### Sample collection, dissection and fixation

Male *D. melanogaster* white pre-pupa (genotype: *yw;+;+*) were collected at room temperature and incubated in a petri dish containing a moistened Kimwipe at 25° for 28 hr or 48 hr prior to dissection. After incubation, pupae were impaled in their anterior region and immobilized within a glass dissecting well containing cold Phosphate Buffered Saline (PBS). The posterior tip of the pupa (20–40% of pupal length) was separated and washed with a P200 pipette to flush the pupal terminalia into solution. Samples were then collected in PBS with 0.1% Triton-X-100 (PBT) and 4% paraformaldehyde (PFA, E.M.S. Scientific) on ice, and multiple samples were collected in the same tube. Samples were then fixed in PBT + PFA at room temperature for 30 min, washed twice in methanol and twice in ethanol at room temperature, and stored at -20°.

### In situ hybridization and imaging

We used an InsituPro VSi robot to perform *in situ* hybridization. Briefly, dissected terminalia were rehydrated in PBT, fixed in PBT with 4% PFA and prehybridized in hybridization buffer for 1 hr at 65°. Samples were then incubated with probe for 16h at 65° before washing with hybridization buffer and PBT. Samples were blocked in PBT with 1% bovine serum albumin (PBT+BSA) for 2 hr. Samples were then incubated with anti-digoxigenin Fab fragments conjugated to alkaline phosphatase (Roche) diluted 1:6000 in PBT+BSA. After additional washes, color reactions were performed by incubating samples with NBT and BCIP (Promega) until purple stain could be detected under a dissecting microscope. Samples were mounted in glycerol on microscope slides coated with poly-L-lysine and imaged at 20X or 40X magnification on a Leica DM 2000 with a Leica DFC450C camera. For most images available online, extended focus compilations were acquired using the ImageBuilder module of the Leica Application Suite.

In interpreting our results, we performed several qualitative comparisons to increase our confidence in the data. First, we processed samples from both time points simultaneously in the same basket and staining well. For many genes, we observed uniform expression in 28h samples but patterned expression in 48h samples. These observations gave us confidence that the uniform early expression was not due to background staining. Similarly, we occasionally observed expression patterns in samples from one time point but not the other, which fostered confidence that the absence of expression was not due to experimental failure. As an additional safeguard, we compared results from different genes stained in the same batch to detect cross-contamination. Finally, we compared equivalent samples in annotating our results, such that the representative images presented in this manuscript were corroborated by replicates.

### Data Availability

Images and experimental details for all samples that met the quality control standards of our experimental pipeline can be found at https://flyterminalia.pitt.edu/. Gene expression data are available at NCBI Gene Expression Omnibus (GEO) with the accession number: GSE133732. Supplemental material available at figshare: https://doi.org/10.25387/g3.9983081.

## Results

### Global measurements of gene expression levels in early pupal terminalia

To identify transcription factors that may play a role in genital and anal development, we performed RNA-seq on early pupal terminalia dissected at 24 hr and 28 hr after puparium formation (APF). 

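RNA was sequenced from the terminalia of single male pupae of the genotype yw;+;+, with 4 libraries at 24 hr APF and 4 libraries at 28 hr APF, each from a different pupa. The authors aligned 51-base reads from poly-A libraries to the dm3 assembly with tophat, counted reads in the unioned exons of each gene with bedtools, and deposited the raw counts for 16845 genes without normalization. The libraries at 24 hr APF held between 24534188 and 35795240 counted reads, with a median of 29731103, and those at 28 hr APF held between 28463333 and 33831406, with a median of 30715489. From these counts, rpkm was calculated here as the count divided by the length of the unioned exons in kilobases and by the total count of the library and scaled to rpkm, and the level at a time point is the mean of its 4 libraries. Exon lengths and gene names came from a later Ensembl annotation on the BDGP6 assembly, matched by FlyBase gene identifier. Of the 16845 identifiers, 414 had no match, and these took between 8.07% and 8.44% of the counts of a library, so they have no rpkm here. The paper's text does not say how overlapping genes, strand or the 4 libraries of a time point were handled. No pair of libraries from the same time point was a duplicate, since every pair differed by more than the sampling noise (chi-square per degree of freedom of at least 9.46).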

We chose these time points because we wanted to identify candidate regulators that dynamically control the development of terminal structures, and these time points immediately precede differentiation events that result in the formation of the epandrial posterior lobe, surstylus and phallic structures (Glassford *et al.* 2015; Smith *et al.* 2019). 

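In the deposited counts, 9739 genes had a mean level above 1 rpkm in at least 1 time point. Of these, 9311 were above 1 rpkm at both time points, 164 only at 24 hr APF and 264 only at 28 hr APF. Protein-coding genes made up 8740 of the 9739, and the remaining 999 included 613 ncRNA genes, 250 of the 258 snoRNA genes and 105 tRNA genes. The alternative set before the data were examined that moved the count most was to require all 4 libraries of a time point to exceed 1 rpkm, which gave 9370 genes. At least 2 limits apply to the count. Genes without a matched length are not in it, and the level of a gene lying inside an intron of another gene can hold reads of that gene: 277 of the 9739 are such nested genes with a count less than 2 times the number of host reads expected to span the intron. The FlyTF list of transcription factors was not used here. Of 373 transcription factors in a list written by hand before the data were examined, 359 were matched to the counts and 260 of them were above 1 rpkm in at least 1 time point, 256 at 24 hr APF and 251 at 28 hr APF.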

We found that 11,816 genes are expressed at levels greater than 1 read per kilobase per million reads (rpkm) in at least 1 time point, including 282 annotated transcription factors (Pfreundt *et al.* 2010). 

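Across the 15407 genes with a length and at least 1 count, the mean levels at 24 hr and 28 hr APF, as log2(rpkm + 1), had a Pearson's r of 0.992 and a Spearman's rho of 0.981. Genes are not independent replicates, so no p-value is given. On the linear rpkm scale, r was 0.964. Pairs of single libraries from different time points had r between 0.985 and 0.992, below all pairs from the same time point, which lay between 0.994 and 0.997. With Spearman's rho the ranges overlapped. The highest pair between time points had 0.977 and the lowest pair within 28 hr APF had 0.975.

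**Figure D1:**
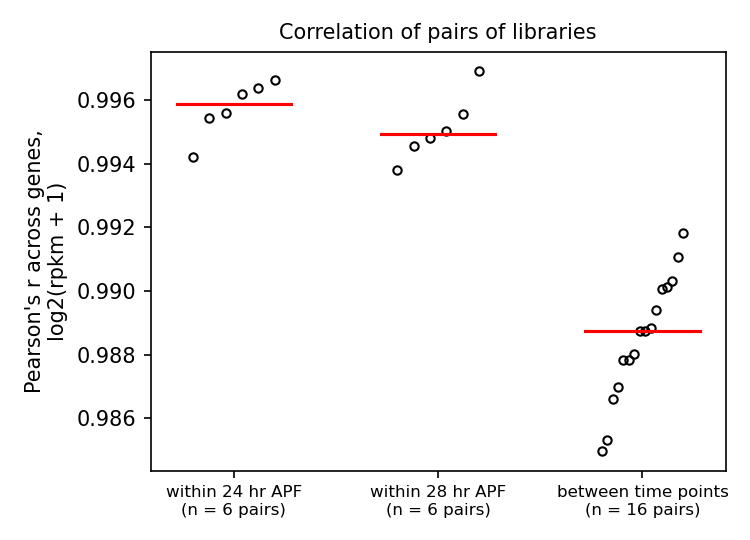
Pearson's r across genes, on the log2(rpkm + 1) scale, for each pair of libraries (circles), with the median of each kind of pair (red line). The 16 pairs between time points lie below the 6 pairs within 24 hr APF and the 6 pairs within 28 hr APF.

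Of the 9739 genes above 1 rpkm, 90.9% differed by less than 1.5-fold between the mean levels and 3.4% by more than 2-fold, after 1 rpkm was added to each level. This addition shrinks the ratios of genes at low levels. Tested against the spread between pupae, 3692 of 11232 genes differed between the time points at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1753 higher and 1939 lower at 28 hr APF, with a median absolute log2 fold change of 0.37. Testing against a fold change of 1.5 moved this count most and left 531 genes. Of the 3692, 646 had a fitted change of more than 2-fold. Among the listed transcription factors, 118 of 299 tested differed, 64 higher and 54 lower at 28 hr APF, and 121 differed when adjusted over the list alone. The listed transcription factor with the largest increase was fru, from 0.318 ± 0.0654 rpkm (SD, n = 4) to 3.08 ± 0.866 rpkm (SD, n = 4), a log2 fold change of 3.32 (standard error 0.22, adjusted p = 4.41e-06 from the same test). Eip78C rose from 9.40 ± 1.46 to 38.2 ± 8.69 rpkm (SD, n = 4 each), and ftz-f1 fell from 2.90 ± 0.308 to 0.541 ± 0.0436 rpkm (SD, n = 4 each), with log2 fold changes of 2.06 and -2.39. In the later annotation, 29.4% of the exon bases of ftz-f1 are shared with another gene. The paper states that the broad correlation of the time points raised its confidence in the results, and that it concentrated on 28 hr APF because dissection is easier at that stage.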

We found that expression measurements from both time points were broadly correlated (Figure S1), which built confidence in our results, and we focused on results at 28 hr APF due to the ease of dissection at that time point. Among the 100 most highly expressed transcription factors at 28 hr APF, the expression levels ranged from 442 to 27 rpkm (Figure 1C). These genes formed the basis for our gene expression atlas.

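Among the 359 listed transcription factors with a level here, the highest at 28 hr APF was crc (FBgn0000370), at 354 ± 8.08 rpkm (SD, n = 4), and the 100th was Sox14, at 23.5 ± 1.46 rpkm (SD, n = 4). crc lies on chromosome arm 2L of BDGP6 from 21310866 to 21319527, and 73.5% of its exon bases are shared in that annotation with CG46314, a gene on the same strand that is absent from the count table. Reads on these bases cannot be assigned to 1 of the 2 genes by position or strand. It was followed by drm at 266 ± 38.8 rpkm, bowl at 234 ± 9.89 rpkm, Xbp1 at 218 ± 13.7 rpkm and ci at 163 ± 2.88 rpkm (SD, n = 4 each). The level of drm was 208.6 rpkm in replicate 3 and between 281 and 293 rpkm in the other libraries. The level fell to 92.3 rpkm at the 10th listed transcription factor and 46.2 rpkm at the 50th. With the length of the longest transcript in place of the unioned exons, which moved both ends of this range most, the highest level was 482 rpkm and the 100th was 27.2 rpkm.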

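The paper's text describes the in situ patterns of 24 transcription factors of the atlas, and 22 of them were matched to the counts by name; esg and ap were not analysed here. All 22 lay at or above 27 rpkm in each of the 4 libraries at 28 hr APF, from Pcl at 29.0 ± 1.13 rpkm to bowl, and they ranked between 3 and 87 among the listed transcription factors. The paper built its atlas on the most highly expressed transcription factors of these same libraries at 28 hr APF, down to 27 rpkm. Levels and ranks at that stage therefore largely follow from this choice and are not independent evidence. At 24 hr APF, the mean level of 21 of the 22 was at or above 27 rpkm, although C15 and inv lay below it in replicate 3, at 25.0 and 24.5 rpkm. The mean of kni was below it and rose from 20.6 ± 1.59 to 31.0 ± 1.79 rpkm (SD, n = 4 each), a log2 fold change of 0.62 (standard error 0.06, adjusted p = 3.89e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

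**Figure D2:**
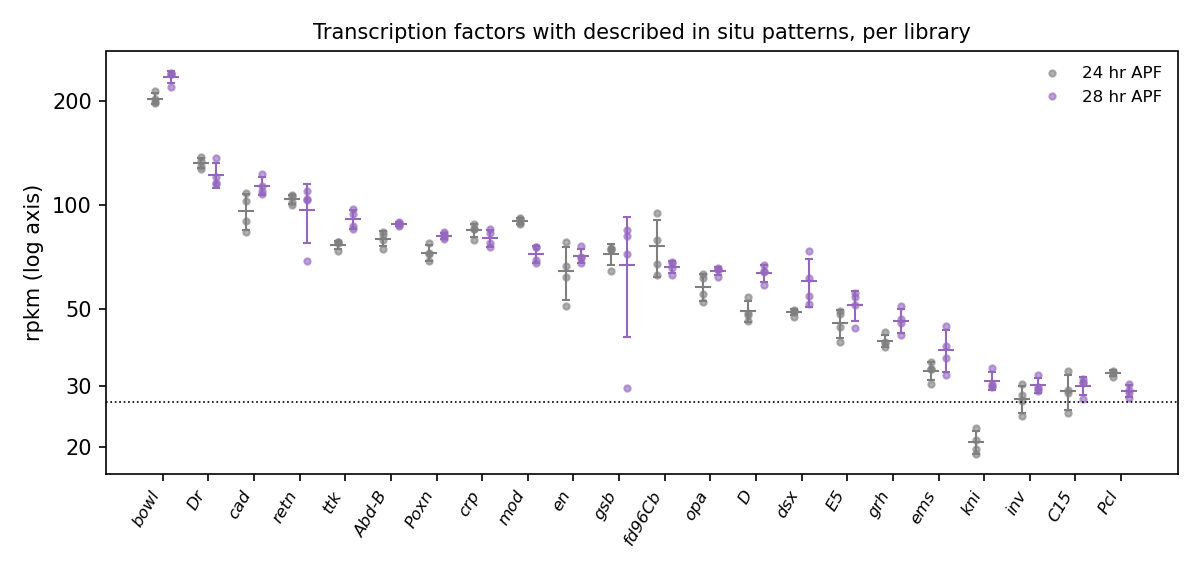
Level in rpkm, on a log axis, of the 22 transcription factors in each library (points) at 24 hr APF (grey) and 28 hr APF (purple), with the mean and SD of 4 libraries; the dotted line is at 27 rpkm. Every point at 28 hr APF lies above the line, and the lowest purple point of gsb is replicate 3.

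Of the 22, 12 differed between the time points at an adjusted p-value under 0.05, 10 higher and 2 lower at 28 hr APF, with log2 fold changes between -0.28 for mod and 0.62 for kni. Among these, grh, opa, cad and dsx passed the threshold in only some of the 8 fits that each left out 1 library (6, 3, 4 and 6 fits). The levels of gsb and retn at 28 hr APF depended on 1 library: gsb was 29.7 rpkm in replicate 3 and between 72.2 and 84.5 rpkm in the other libraries, and retn was 68.6 rpkm in replicate 3 and between 103.5 and 109.5 rpkm in the others. Without that library their log2 fold changes went from -0.08 to 0.16 and from -0.08 to 0.04, and neither gene passed the threshold in either fit.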

### An atlas of the genital transcription factor landscape

Our transcriptomic analysis suggested that a large number of transcription factors are expressed in the pupal terminalia. In order to glean spatial and temporal expression information for these candidates, we performed *in situ* hybridization (ISH) in pupal terminalia at 28 hr and 48 hr APF. ISH measurements are qualitative and variable – distinguishing signal from background can be challenging, especially for genes that are uniformly expressed, and results may vary between biological replicates. We addressed these challenges through several comparisons (see Materials and Methods). In addition to the results presented here, our full dataset is housed online at https://flyterminalia.pitt.edu/. We built this database to increase the accessibility, transparency and reproducibility of our results. We include full protocols for our methods as well as key experimental details underlying the results for each experiment. For each gene, we also include annotations of all tissues in which evidence of gene expression was observed. While we focused here on expression patterns corresponding to external structures, we also observed expression patterns associated with internal terminalia, but chose not to annotate these patterns due to the lack of morphological markers for these structures. Finally, to accurately represent the variability in our results, this database includes images of all samples that met the quality control standards of our experimental pipeline.

For the remainder of the manuscript, we organize our results by describing select transcription factors expressed in each structure of the terminalia.

### The epandrial ventral lobe (lateral plate)

The epandrial ventral lobe (EVL, also called the lateral plate) is a periphallic structure lateral to the phallus (Rice *et al.* 2019b). The epandrial posterior lobe (hereafter referred to as the posterior lobe) develops from the EVL (Glassford *et al.* 2015) and is a key diagnostic feature of the *melanogaster* clade (Coyne 1983; Markow and O’Grady 2005). Multiple groups have attempted to map the genomic regions associated with morphological changes in the posterior lobe (Macdonald and Goldstein 1999; Zeng *et al.* 2000; Masly *et al.* 2011; McNeil *et al.* 2011; Tanaka *et al.* 2015; Takahara and Takahashi 2015). In addition, a previous study identified a gene regulatory network associated with posterior lobe development that also functions in the development of the posterior spiracle, a larval structure involved in gas exchange (Glassford *et al.* 2015). 

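The levels of 3 transcription factors of the posterior lobe network, Poxn, Abd-B and ems, were taken from the RNA-seq counts at 28 hr APF. Poxn (FBgn0003130) lies on chromosome arm 2R of BDGP6 from 15826693 to 15835055, inside an intron of tun, and had 81.4 ± 1.77 rpkm (SD, n = 4), rank 15 among the listed transcription factors. Its count was 189 times the number of tun reads expected to span that intron. Abd-B (FBgn0000015) lies on arm 3R from 16927212 to 16972236 and had 88.1 ± 1.18 rpkm (SD, n = 4), rank 12. ems (FBgn0000576) lies on arm 3R from 13901853 to 13904620 and had 38.1 ± 5.27 rpkm (SD, n = 4), rank 66. Relative to 24 hr APF, the log2 fold change was 0.19 for Poxn (standard error 0.05, adjusted p = 0.00939) and 0.18 for Abd-B (standard error 0.04, adjusted p = 0.00657), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For ems it was 0.23 (standard error 0.10, adjusted p = 0.0958 in the same edgeR test), a difference within the spread between pupae, although its size depended on single libraries: in the 8 fits that each left out 1 library it ranged from 0.127 (without replicate 3 at 28 hr APF) to 0.311 (without replicate 1 at 28 hr APF), and only the latter passed the threshold.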

Multiple transcription factors within the posterior lobe network appeared among our candidates, and we used these genes as positive controls for our methods.

At 28h APF, the tissue that will form the surstylus and the EVL exists as a single continuous epithelium (Figure 1B) that later undergoes cleavage to form both structures by 48h APF (Glassford *et al.* 2015). Hereafter, we refer to this single structure as the epandrial ventral lobe / surstylus (EVL/S). In accordance with previous results, we found that *Pox neuro* (*Poxn*) is expressed in the EVL/S at 28h APF and the EVL at 48h APF (Figure 2A). In addition to *Poxn*, we found that *Abdominal-B* (*Abd-B*) and *empty spiracles* (*ems*) are expressed in the EVL/S and EVL, as well as within the posterior lobe domain (Figure 2C-E); both genes were previously identified as posterior lobe network components (Glassford *et al.* 2015).

**Figure 2:**
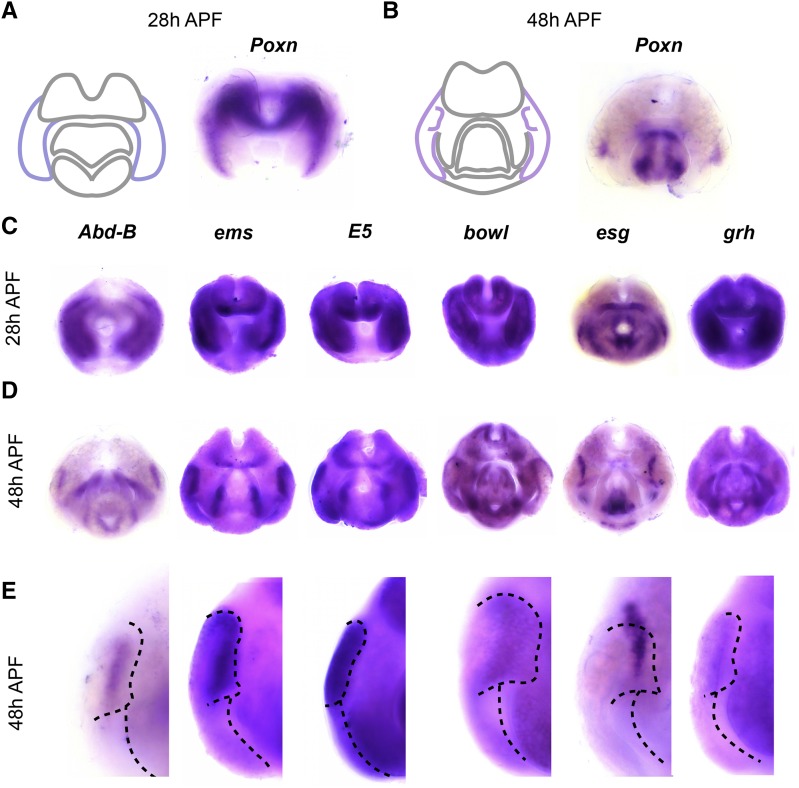
Transcription factors expressed in the epandrial ventral lobe (EVL). A) Left: schematic of major terminal structures at 28 hr APF with the epandrial ventral lobe / surstylus highlighted in dark purple. Right: Light microscopy image of *in situ* hybridization data for *Pox neuro* (*Poxn*) mRNA at 28 hr APF. Purple signal indicates localization of target mRNA. B) Left: schematic of major terminal structures at 48 hr APF with the EVL and posterior lobe highlighted in light purple. Right: Light microscopy image of *in situ* hybridization data for *Poxn* mRNA at 48 hr APF. (C-E) *In situ* hybridization data for EVL-specific factors at 28 hr APF (C) 48 hr APF (D), and at higher magnification at 48 hr APF (E). The boundaries of the posterior lobe and the medial boundary of the EVL are indicated by dashed lines.

In addition to these known factors, we identified many other transcription factors expressed in the EVL and posterior lobe. We found that *E5* is expressed in the posterior lobe, the ventral portion of the EVL (see additional samples online), and the phallus. *E5* is a homeodomain transcription factor (Dalton *et al.* 1989) associated with variation in posterior lobe morphology among *Drosophila melanogaster* populations (Takahashi *et al.* 2018). We also found that *brother of odd with entrails limited* (*bowl*) is expressed in the posterior lobe at 48 hr APF, as well as other tissues throughout the terminalia (Figure 2C-E). *bowl* is a target of Notch signaling and has been previously implicated in leg development and epithelial rearrangements in the hindgut (Iwaki *et al.* 2001; de Celis Ibeas and Bray 2003).

In addition to genes localized within the posterior lobe, we found that *escargot* (*esg*) and *grainy head* (*grh*) are expressed in the EVL at both timepoints, but occupy a compartment medial to the posterior lobe – both are expressed near the location where EVL tissue separates from the surstylus (Figure 2C-E). *esg* is a *snail*-related transcription factor that functions in the development of larval imaginal discs (Whiteley *et al.* 1992; Hayashi *et al.* 1993; Fuse *et al.* 1996), while *grh* is associated with the maternal-zygotic transition during embryonic development, as well as morphogenetic processes in several developmental contexts (Hemphälä *et al.* 2003; Narasimha *et al.* 2008; Harrison *et al.* 2010).

We did not identify a transcription factor that serves as a unique/non-ambiguous marker for the EVL or the posterior lobe – all genes expressed in the EVL were also expressed in at least one other tissue (Figure 2C and D). For example, *Abd-B*, *ems*, *E5* and *esg* accumulate mRNA in the posterior lobe and phallus, but within different phallic substructures (Figure 2C, see below for descriptions of phallic morphology). *grh* and *bowl* are also expressed in other, distinct terminal structures (Figure 2C). Thus, transcription factors expressed in these structures are not unique, but show patterns of co-expression that differ from factor to factor.

### The surstylus (clasper)

The surstylus (also known as the clasper) is a curled outgrowth located medial to the EVL (Rice *et al.* 2019b). Like the posterior lobe, the surstylus exhibits morphological differences between species of the *melanogaster* subgroup (Bock and Wheeler 1972), and has been the focus of quantitative trait locus (QTL) mapping efforts (True *et al.* 1997; Tanaka *et al.* 2015). A recent study identified *tartan*, a cell adhesion protein, as a gene that contributes to changes in surstylus morphology between *Drosophila simulans* and *Drosophila mauritiana* (Hagen *et al.* 2019). However, while RNAi experiments in *Drosophila melanogaster* have identified several genes that influence surstylus morphology (Tanaka *et al.* 2015), little is known about the gene regulatory network that governs its development during pupal stages.

We found that *odd paired* (*opa*) is expressed exclusively in the surstylus at 48h APF, as well as the medial portion of the EVL/S at 28h APF (Figure 3A and B). These data suggest that *opa* is a surstylus-specific marker, and can also identify presumptive surstylus tissue prior to its cleavage from the EVL. In other tissues, *opa* controls the formation of parasegment boundaries during embryogenesis (Clark and Akam 2016), as well as morphogenetic events in the formation of the midgut and head (Cimbora and Sakonju 1995; Lee *et al.* 2007).

**Figure 3:**
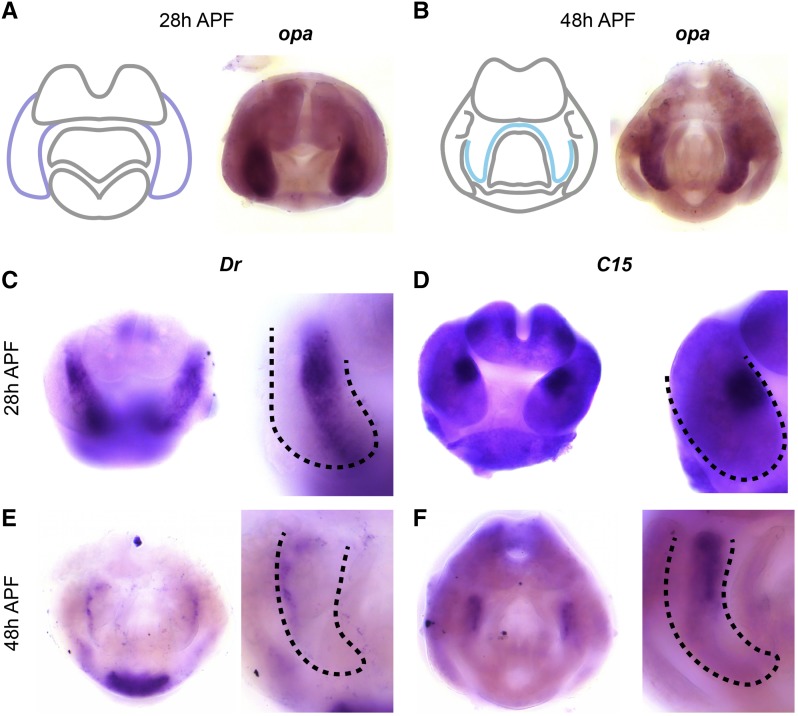
Transcription factors expressed in the surstylus. A) Left: schematic of major terminal structures at 28 hr APF with the epandrial ventral lobe / surstylus indicated in dark purple. Right: Light microscopy image of *in situ* hybridization data for *odd paired* (*opa*) mRNA at 28 hr APF. B) Left: schematic of major terminal structures at 48 hr APF with the surstylus outlined in cyan. Right: Light microscopy image of *in situ* hybridization data for *opa* mRNA at 48 hr APF. (C,E) *in situ* hybridization data for *Drop* *Dr* mRNA in whole terminalia (left) and at higher magnification (right) at 28 hr APF (C) and at 48 hr APF (E). (D,F) *in situ* hybridization data for *C15* mRNA in whole terminalia (left) and at higher magnification (right) at 28 hr APF (D) and 48 hr APF (F). Dashed lines indicate the boundary of the EVL/surstylus (C and D) or the surstylus (E and F).

In addition to *opa*, we found transcription factors expressed in specific subcompartments of the surstylus. *Drop* (*Dr*) is expressed in presumptive surstylus tissue at 28h APF, as well as a more restricted compartment at 48h APF, which may represent the boundary between the surstylus and the EVL (Figure 3, C and E). *Dr* has been previously implicated in genital development and is expressed in larval (L3) genital discs (Chatterjee *et al.* 2011). We also found that *C15* is expressed in a dorsal-medial compartment of the presumptive surstylus at 28h APF, as well as at the base of the surstylus at 48h APF (Figure 3, D and F). *C15* functions in the development of the amnioserosa during embryogenesis (Rafiqi *et al.* 2008), as well as during leg development where it interacts with *apterous* and *bowl* (Campbell 2005), both of which exhibit patterned expression in the pupal terminalia (see https://flyterminalia.pitt.edu/). These data show that like the EVL, the surstylus can be delineated into subcompartments by the expression patterns of transcription factors during pupal development.

### The cercus (anal plate)

The cercus (anal plate) is composed of two flat, semicircular sheets of cuticle on the dorsal side of the terminalia (Rice *et al.* 2019b). The cercus is derived from abdominal segment 10 while the rest of the male terminalia originate from abdominal segment 9 (Keisman *et al.* 2001). This structure shows dramatic variation in bristle number and morphology within and between Drosophilid species (Lachaise *et al.* 1981; Kopp and True 2002), which in some cases have been implicated in reproductive incompatibility (Tanaka *et al.* 2018). QTL analysis for differences in the total cercus area between *D. mauritiana* and *D. simulans* identified causative genomic regions, but were unable to resolve these to individual genes (True *et al.* 1997; Tanaka *et al.* 2015). We note that our annotations of genes expressed in the cercus may include expression patterns that localize to the developing epandrial dorsal lobe (EDL) and subepandrial sclerite. In the pupal terminalia, the cercus, subepandrial sclerite, and EDL are continuously joined and their boundaries are unclear. However, when possible, we differentiate them below.

We found that *caudal* (*cad*) was expressed throughout the cercus at both time points, as well as the tissue that connects the surstyli together (subepandrial sclerite) at 48h APF (Figure 4, A and B). We did not observe *cad* expression in other structures; thus *cad* serves as a marker for these tissues at this stage of development. *cad*, which functions in the anterior-posterior patterning network in embryogenesis (Macdonald and Struhl 1986; Rivera-Pomar *et al.* 1995; Olesnicky *et al.* 2006; Vincent *et al.* 2018), has been previously implicated in the development of the cercus and interacts with the genes *Distal-less* (*Dll*) and *brachyenteron* (*byn*) in the L3 genital disc (Moreno and Morata 1999).

**Figure 4:**
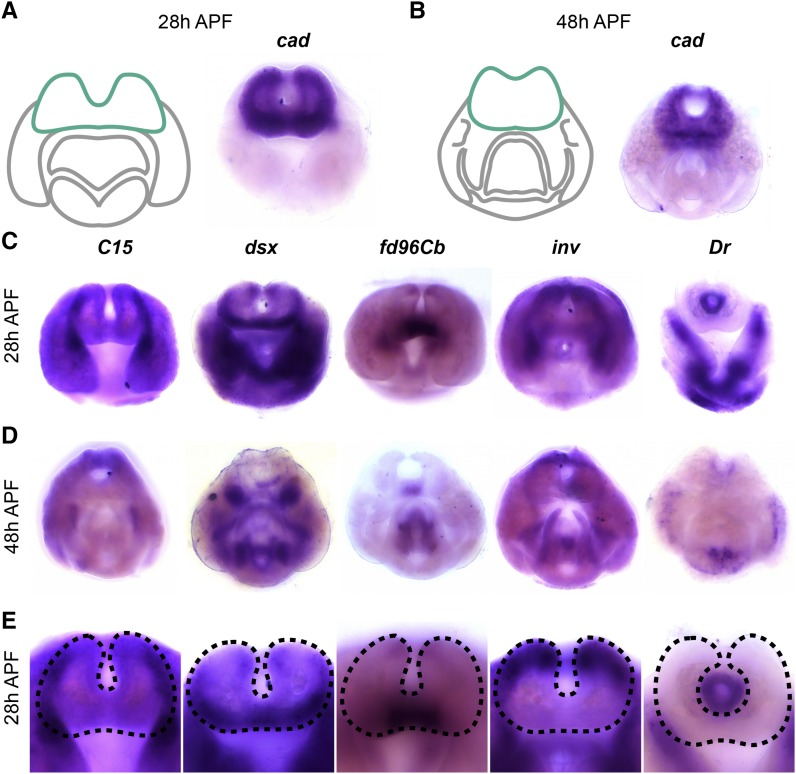
Transcription factors expressed in the cercus. A) Left: schematic of major terminal structures at 28 hr APF with the cercus indicated in green. Right: Light microscopy image of *in situ* hybridization data *cad* mRNA at 28 hr APF. B) Left: schematic of major terminal structures at 48 hr APF with the cercus indicated in green. Right: Light microscopy image of *in situ* hybridization data for *cad* mRNA at 48 hr APF. *In situ* hybridization data for transcription factors forkhead domain 96Cb *(fd96Cb)*, C15, doublesex *(dsx)*, invected *(inv)*, and Drop *(Dr)* at 28 hr APF (C), 48 hr APF (D), and at higher magnification at 28h (E). Dashed lines indicate the boundary of the cercus.

We also identified several transcription factors that are expressed in distinct subcompartments of the cercus. *C15* was expressed in the lateral boundaries, while *doublesex* (*dsx*) was expressed on the anterior-ventral face. *dsx* is a known regulator of sexually dimorphic traits (Hildreth 1965; Baker and Ridge 1980). *forkhead domain 96Cb* (fd96Cb*)* was expressed only in the medial portion of the ventral side in a pattern that clearly resolves by 48h APF. *invected* (*inv*) was expressed on the dorsal and lateral sides along with *engrailed*; these genes are partially redundant in other tissues and specify the anterior compartment of other abdominal segments (Kopp *et al.* 1997), including the terminalia (Epper and Sánchez 1983; Chen and Baker 1997; Casares *et al.* 1997). Finally, several genes are expressed in the developing rectum, including *Dr* (Figure 3C-E), *knirps*, and *tramtrack* (see https://flyterminalia.pitt.edu/).

### The hypandrium

The hypandrium is a plate-like structure that flanks the phallus on the ventral side (Rice *et al.* 2019b). The hypandrium contains several substructures, including the hypandrial phragma, medial gonocoxite, pregonites, lateral gonocoxites, and transverse rod (Figure 1C). Within the hypandrium, the lateral gonocoxite and the pregonites exhibit rapid evolution across Drosophilids (Okada 1954; Kamimura and Mitsumoto 2011). While few genes have been previously implicated in hypandrial development, genetic perturbations in *Dr* cause changes in hypandrial morphology (Chatterjee *et al.* 2011), and one study localized the loss of hypandrial bristles to a *cis*-regualtory element of the *scute* gene (Nagy *et al.* 2018).

We found that *Dichaete* (*D*) is expressed in the hypandrial phragma (*i.e.*, deep into the sample when viewed from the posterior) at both time points (Figure 5A and B). *D* is a member of the *Sox* family of transcription factor genes and is critical during embryogenesis (Russell *et al.* 1996). We also found that several transcription factors are expressed in hypandrial substructures. For example, *Dr* is expressed throughout the medial gonocoxite and weakly in the hypandrial phragma (Figure 5D). In contrast, *esg* is localized to the base of the pregonites as well as the posterior tip of the lateral gonocoxite (Figure 5E). Taken together, we found discrete gene expression patterns within the pupal domains of annotated hypandrial substructures.

**Figure 5:**
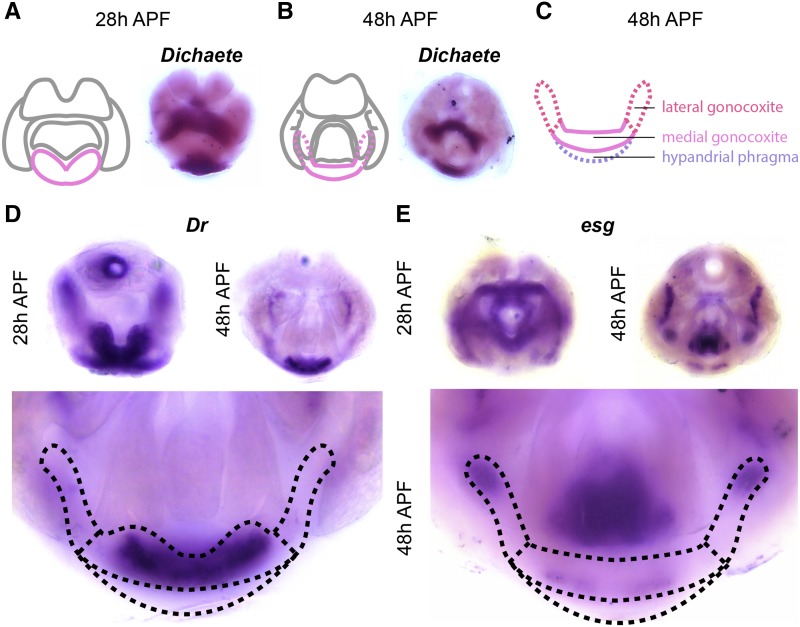
Transcription factors expressed in the hypandrium. A) Left: schematic of major terminal structures at 28 hr APF with the hypandrium indicated in pink. Right: Light microscopy image of *in situ* hybridization data for *Dichaete* (*D*) mRNA at 28 hr APF. B) Left: schematic of major terminal structures at 48 hr APF with the hypandrium indicated in pink. Right: Light microscopy image of *in situ* hybridization data for *D* mRNA at 48 hr APF. C) Cartoon representation of the substructures of the hypandrium: hypandrial phragma (purple), medial gonocoxite (pink), and lateral gonocoxite (red). Dashed lines indicate substructures that are obscured by other parts of the terminalia. D and E) *in situ* hybridization data for *Dr* (D) and *esg* (E) at 28 hr APF (Left), and 48 hr APF (Right). Bottom portions show high magnification images of 48hr APF samples to illustrate details of hypandrial expression patterns. The boundaries of hypandrial substructures are indicated by dashed lines.

### The phallus

The phallus is the male genital organ used for intromission and is composed of four substructures: aedeagus, aedaegal sheath, dorsal postgonites, and ventral postgonites (Rice *et al.* 2019b). Each of these substructures exhibits morphological changes within the *melanogaster* species group (Okada 1954; Kamimura and Mitsumoto 2011), and QTL mapping has identified genomic regions associated with some of these differences (Peluffo *et al.* 2015). Here, we confirmed that *Poxn* is expressed throughout the phallus (Figure 6D), which is consistent with previous observations that *Poxn* is essential for phallic development (Boll and Noll 2002; Glassford *et al.* 2015).

**Figure 6:**
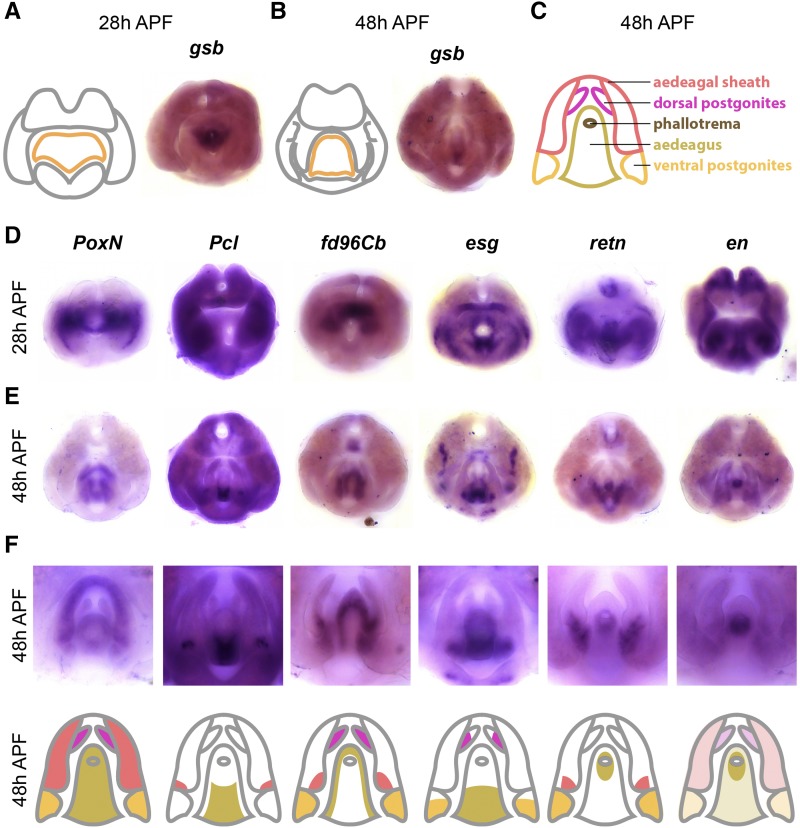
Transcription factors expressed in the phallus. A) Left: schematic of major terminal structures at 28 hr APF with the phallus indicated in orange. Right: Light microscope image of *in situ* hybridization data *gooseberry* *gsb* mRNA at 28 hr APF. B) Left: schematic of major terminal structures at 48 hr APF with the phallus indicated in orange. Right: Light microscopy image of *in situ* hybridization data for (*gsb*) mRNA at 48 hr APF. C) Cartoon representation of the substructures of the phallus: ventral postgonite (orange), aedeagus (yellow), phallotrema (brown), dorsal postgonites (pink), and aedeagal sheath (red). Additional *in situ* hybridization data for transcription factors *Poxn*, *esg*, *fd96Cb*, *retn*, *Pcl*, and *en* at 28 hr APF (D) and 48 hr APF (E). F) Top: High magnification images of the samples shown in (E) to illustrate details of phallus expression patterns. Bottom: Cartoon representation of the substructures of the phallus, with shading indicating expression within each substructure. Note that for *en*, light shading indicates weak expression throughout the phallus.

The aedeagus is a phallic structure that delivers sperm and exhibits a needle-like shape in *D. melanogaster*. We identified genes that are expressed along the dorsal-ventral axis of the aedeagus in what appear to be non-overlapping patterns. We found that *gooseberry* (*gsb*) was exclusively expressed in the ventral portion of the aedeagus at both 28 and 48hrs APF (Figure 6A and B). *gsb* was previously found to be expressed in the anterior-ventral edge in L3 genital discs (Freeland and Kuhn 1996), and is a segment polarity gene that interacts with *wingless* during embryogenesis (Li and Noll 1993). We also found that *Polycomb-like* (*Pcl*) was expressed in the same compartment as *gsb* at 48h APF, but exhibits broader expression at 28h APF (Figure 6D–F). Reciprocally, we found that *fd96Cb* was expressed in the dorsal portion of the aedeagus. Finally, we identified genes expressed in other aedeagal subcompartments. For example, we found that *esg* was restricted to the anterior base of the aedeagus, while *retained* (*retn*), *inv* and *en* are expressed in the opening of the aedeagus, known as the phallotrema.

The aedeagal sheath along with the dorsal and ventral postgonites are two phallic substructures situated lateral to the aedeagus (Figure 6C). The aedeagal sheath consists of two flat, shield-like extensions that bilaterally flank the aedeagus. We found that several genes were expressed in the sheath, including *fd96Cb* and *retn*. The dorsal and ventral postgonites are two pairs of spike-like extensions that project from the aedeagal sheath. We found that *esg* is expressed at the base of both pairs of postgonites, while *fd96Cb* was expressed throughout both pairs of postgonites. We also found that *retn* (Figure 6F) and *dsx* (see images at https://flyterminalia.pitt.edu/) are expressed in the ventral postgonites, but not the dorsal pair, and we note that *dsx* has a known enhancer that drives expression in this region (Rice *et al.* 2019a). Taken together, we identified genes that are expressed in distinct phallic structures, as well as within subcompartments of individual structures.

## Discussion

In this study, we profiled the transcriptome of the male pupal terminalia in *D. melanogaster* at critical timepoints when major adult structures form. We then determined the spatiotemporal gene expression patterns of the 100 most highly expressed transcription factors during this stage. We identified transcription factors expressed in five major terminal structures, as well as several substructures that exhibit morphological diversity between species. The entirety of this dataset can be browsed and searched at https://flyterminalia.pitt.edu/. We discuss the implications of our results for the development and evolution of terminalia in Drosophilids.

### Drosophila terminalia as a model system

To appreciate the transformative power of a gene expression atlas, we need to look no further than the *Drosophila melanogaster* embryo. Beginning with the iconic Heidelberg screen (Nüsslein-Volhard and Wieschaus 1980; Wieschaus and Nüsslein-Volhard 2016), which identified genes that control embryonic patterning, many groups have contributed to the development and dissemination of genetic resources for studies in embryogenesis. These resources include transcriptomic profiling (Lott *et al.* 2011) and expression atlases of nearly all genes detectable during this stage of development (Tomancak *et al.* 2007; Lécuyer *et al.* 2007). Quantitative gene expression atlases are now available at cellular resolution for multiple genetic backgrounds and in different species (Fowlkes *et al.* 2008, 2011; Pisarev *et al.* 2009; Staller *et al.* 2015; Karaiskos *et al.* 2017). These atlases enable computational models of gene regulatory networks and enhancer function that have provided insights into the evolution of patterning networks (Wunderlich *et al.* 2012; Wotton *et al.* 2015). However, these resources have revealed that the gene regulatory network which patterns the embryo evolves slowly, producing subtle quantitative changes in gene expression even between distantly related Drosophilids (Fowlkes *et al.* 2011; Wunderlich *et al.* 2019). In contrast, the terminalia contain multiple rapidly evolving structures which can illuminate important and under-explored aspects of gene regulatory network evolution.

We envision this atlas of 100 transcription factors as a first step toward building a comprehensive system for the study of developmental network function and evolution. Our RNA-seq data suggest that additional transcription factors are expressed at 28 hr APF, and it is likely that transcriptomic measurements at other time points or with different methods will reveal additional candidates. 

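At 28 hr APF, 90 of the 359 listed transcription factors lay at or above 27 rpkm, the lower end of the range the paper gives for its 100 genes, and 82 of these did so in all 4 libraries. A further 161 lay above 1 rpkm and below 27 rpkm, and 108 lay at or below 1 rpkm. The level of the 150th listed transcription factor, Dll, was 13.8 rpkm, and that of the 200th, cnc, was 6.33 rpkm. Some of the listed transcription factors with the largest increases from 24 hr APF lay in this lower range: Blimp-1 had 16.7 ± 1.57 rpkm (SD, n = 4) and Hr4 had 4.95 ± 0.777 rpkm (SD, n = 4) at 28 hr APF.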

We will continue to add additional gene expression measurements to the FlyTerminalia database (https://flyterminalia.pitt.edu/) as these candidates are pursued. In particular, our atlas provides a foundation for performing and analyzing single-cell RNA-seq experiments on developing pupal terminalia. While single-cell RNA-seq data provide more highly-resolved information on cell types, they do not contain anatomical information on the spatial organization of those cell types. We therefore anticipate that this atlas will permit the annotation and interpretation of single-cell RNA-seq data. In the future, we hope to expand FlyTerminalia to include expression patterns in the developing female terminalia, which are historically understudied (Hosken and Stockley 2004; Ah-King *et al.* 2014), as well as expression measurements in other species. By continuing to develop these resources, we hope that *Drosophila* terminalia will become a premiere model system to address many questions in developmental evolution.

### Implications for genital evolution

Most of the recent work on the genetic basis of genital evolution has been confined to variation within species and between crossable species (True *et al.* 1997; Zeng *et al.* 2000; Masly *et al.* 2011; Tanaka *et al.* 2015, 2018; Peluffo *et al.* 2015). However, even for the most extensively studied genital traits, only a portion of the heritable changes have been resolved to the level of individual genes (Hagen *et al.* 2018; Nagy *et al.* 2018). This atlas may thus provide useful candidates for numerous unresolved QTL peaks. In addition, many traits evolve on macroevolutionary time scales, precluding the possibility of QTL analysis. Previous work used a comparative analysis of gene expression to identify a network of genes that was co-opted to the posterior lobe – a novel trait restricted to the *melanogaster* clade (Glassford *et al.* 2015). However, the *D. melanogaster* clade contains other unique traits, including structures whose gene regulatory networks have not been previously characterized. In this study, we found several genes that are expressed in lateral gonocoxite (*esg*, *inv*, *en*), and postgonites (*esg*, *fd96Cb*, *crp*, *mod*, *retn* and *dsx*), both of which exhibit morphological changes between species. Furthermore, a ventral postgonite enhancer was recently identified for the gene *doublesex* (Rice *et al.* 2019a*)* which may serve as a useful driver to manipulate this structure in future studies. Other enhancers that drive expression in the larval genital disc may persist in the pupal terminalia and prove useful as drivers to target other structures (Jory *et al.* 2012). To assess the functional roles of individual genital structures in copulation, genetic disruption may help complement other techniques such as laser ablation (Polak and Rashed 2010; Kamimura and Polak 2011; LeVasseur-Viens *et al.* 2015).

Rapid morphological changes between species hamper the identification of homology relationships among terminal structures. Structural homology has previously been defined by similarities in adult morphology, but structures that appear similar may nevertheless not be related by common descent. As a result, there are conflicting claims of homology – the same structure in one species has been called homologous to different structures in other species (McAlpine, *et al.* 1981; Grimaldi 1987; Grimaldi 1990). Based on our results, we suggest that gene expression profiles may be useful in reconciling contradicting claims of homology. For example, homology is difficult to establish for the postgonites, often referred to as parameres or branches (Kamimura 2007; Yassin and Orgogozo 2013; Peluffo *et al.* 2015). Here, we identified genes expressed in both pairs of postgonites (*fd96Cb*, and *esg*), which may help to define homologous structures in other species.

### Implications for genital development

In mapping the transcription factor landscape in the pupal terminalia, we have begun defining the gene regulatory networks that operate during the development of these structures. Identifying relevant transcription factors and measuring their gene expression patterns is an important first step, but we must also determine how these genes interact. At this point, we can infer regulatory interactions by documenting incidences of co-expression or reciprocal expression. For example, it would be interesting to test whether transcription factors expressed in the entirety of particular structures, such as the surstylus marker *odd paired*, are required for expression of other genes deployed in more restricted subcompartments, such as *C15*. Some of these genes have known regulatory interactions in other contexts, such as *apterous*, *C15*, and *bowl* (Campbell 2005). While this atlas can be a tool for generating hypotheses regarding how these gene regulatory networks are wired, these hypotheses must ultimately be tested via genetic perturbation.

Locating the regulatory DNA that controls these expression patterns will also be critical for defining relevant gene regulatory networks. One notable feature of our results is that most of the identified transcription factors are expressed in multiple locations throughout the pupal terminalia, especially at 48h APF. It remains unclear whether these patterns are controlled by multiple regulatory elements, or if disparate patterns are generated by the same enhancer region (Small *et al.* 1996). It is possible that the enhancers controlling these patterns also operate in other tissues or at different developmental stages (Preger-Ben Noon *et al.* 2018; Sabarís *et al.* 2019), as is the case for the posterior lobe enhancer of *Pox neuro* (Glassford *et al.* 2015) and the hypandrial enhancer of *scute* (Nagy *et al.* 2018). By finding the regulatory sequences that control these gene expression patterns, we can determine the direct targets of transcription factors in this system.

Epithelial remodeling is a critical component of many developmental events, including gastrulation, neural tube formation, and organogenesis (Neumann and Affolter 2006). Studying these processes in *Drosophila* tissues, such as the wing disc and the trachea, has yielded insights into similar processes in mammals (Affolter *et al.* 2003). We focus here on patterned transcription factors because morphogenetic processes are tightly regulated at the level of gene expression. However, we are ultimately interested in the connections between transcription factors and the effectors that dictate cell behavior (Smith *et al.* 2018). Recent work has implicated a variety of cellular mechanisms in the formation of genital structures, including changes in cell size and cell intercalations in the developing ovipositor (Green *et al.* 2019) and the influence of the apical extracellular matrix in the developing posterior lobe (Smith *et al.* 2019). In the future, we hope to characterize the functional roles of transcription factors in both cellular dynamics and adult morphology, and elucidate how the expression and function of these genes are tuned to generate new or different structures over evolutionary time.

How the deposited data were processed for this re-analysis (not part of the article)

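Poly-A RNA from the terminalia of single male pupae was sequenced at 24 hr APF (4 libraries) and 28 hr APF (4 libraries). The authors aligned 51-base reads from 3 lanes to the dm3 assembly with tophat 2.0.13, counted reads in the unioned exons of the genes of FlyBase release 5.57 with bedtools, and deposited one raw count per gene and library for 16845 gene identifiers. The counts were not normalized. Whether strand was used, how reads on overlapping genes or with several alignments were counted, and how the lanes were combined is not stated in the paper's text. A read counted on more than 1 overlapping gene adds to each of them.

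All other values were computed here from these counts. Gene names, exon lengths and coordinates were taken from an Ensembl annotation on the BDGP6 assembly, which is not the assembly of the authors' alignment; genes were matched by identifier only and no coordinates were converted. A length was found for 16431 identifiers and not for 414. The rpkm of a gene in a library is its count divided by the length of its unioned exons in kilobases and by the library's total count and scaled to rpkm, and the level at a time point is the mean of 4 libraries. Total counts ranged from 24534188 to 35795240, so a level of 1 rpkm on a short gene rests on few reads.

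Differences between the time points were tested on raw counts with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a count minimum of 10, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). The standard error given with a log2 fold change is the absolute log2 fold change divided by the square root of the F statistic of this quasi-likelihood test. TMM factors lay between 0.972 and 1.03. Lists of marker genes for ecdysone response, cuticle and chitin, cell division, testis, fat body, hemocyte, muscle and neuron were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01, two-sided). Tested on simulated counts with 197 tested genes changed by a log2 fold change of 1, the fit recovered 150 of them (76.1%) and made 6 false calls among 11130 tested genes. In the real counts 3692 of 11232 tested genes were called, with a median absolute log2 fold change of 0.37. The simulated rates need not hold for so many and such small changes. Other steps used Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1.

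The sample mapping, the designs, most alternatives, the marker lists and a list of 373 transcription factors were fixed before the data were examined; the list is not the FlyTF list the paper used, which was not used here. The genes named in the text were chosen by a rule fixed at the same time: the transcription factors whose in situ patterns the paper describes; among genes past the threshold whose time points did not overlap, the 5 largest increases and 5 largest decreases with a level of at least 10 rpkm, and the same for listed transcription factors without that minimum; the 5 most abundant genes and listed transcription factors at 28 hr APF; and the 3 most abundant genes of each marker list. Genes chosen after their values were seen are marked as such. Alternatives covered the combination of libraries, library size, gene length, read minimums, pseudocount, normalization, DESeq2 1.42.0, the filter, the replicate number as a block, a minimum fold change, and leaving out each library in turn. In situ hybridization results were not analysed here.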

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

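Apart from the test of gene length and the comparison with the number expected by chance, the tests in this part were chosen after the result was seen, and so was the reading of that comparison as open.

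The paper does not compare the time points gene by gene. The 3692 genes that differed between them (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted) were given by 1 of the 35 splits of the 8 libraries into groups of 4, the real one; among the other splits the highest count was 2 genes. For the 118 listed transcription factors that differed, it was also 1 of the 35 splits. Each of the other splits mixes pupae of both stages, so a difference between the stages adds to the spread within its groups and lowers its count. The splits therefore speak against chance only as far as 1 of 35 allows. They do not speak against a difference in handling between the 2 collections, which is not separated from age by this design.

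The list of cell division genes fell by a median of 1.07 on the log2 scale (log2 fold change -1.068), with 35 of 36 genes lower at 28 hr APF and stg the exception. The camera p-value adjusted over the lists was 4.58e-22, and 1 of the 35 splits gave a p-value as small. With an estimated correlation between genes the adjusted p was 0.15 and with fry it was 6.72e-05. PCNA fell from 228 ± 21.9 to 82.4 ± 15.1 rpkm (SD, n = 4 each), and stg rose from 155.9 ± 7.32 to 192.3 ± 4.64 rpkm (SD, n = 4 each). Scaling between libraries moves all genes alike, whereas the median of the list lay -1.07 (log2) from that of all tested genes. After the median of genes of similar length was subtracted, the list's median was -1.06. A dilution of terminalia by other cells would lower the transcription factors of the atlas as well. Their median log2 fold change was 0.18 and the lowest was -0.28, so no matched gene of the atlas fell as far as the list. The paper chose these genes for high levels at 28 hr APF in the same libraries, which favors a rise, so a smaller dilution is not excluded. A fall in dividing cells between 24 hr and 28 hr APF is a hypothesis that stays open, and a difference in handling between the collections was not tested.

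A single library stood apart from the other 3 of its time point in 14 of 166 groups examined, where chance gives about 8.3 (one-sided binomial p = 0.0397). The binomial test takes the groups as independent, which genes of 1 library are not, so chance cannot be told apart from a property of the libraries by this number. At 28 hr APF, replicate 3 was lowest for retn (68.6 rpkm) and drm (208.6 rpkm) and highest for e (21.5 rpkm). Replicate 4 was lowest for bowl (219 rpkm) and Cht2 (90.7 rpkm) and highest for kni (33.7 rpkm) and lncRNA:CR40469 (20169 rpkm), and replicate 1 was lowest for opa (61.8 rpkm). At 24 hr APF, replicate 4 was lowest for ttk (73.6 rpkm) and highest for Jhbp7 (312.7 rpkm), replicate 3 was lowest for gsb (64.3 rpkm) and highest for run (0.999 rpkm) and for the fat body list (871 CPM, against 687 to 710 in the others), and replicate 1 was lowest for crc (283.5 rpkm). For retn in replicate 3 at 28 hr APF, less phallus tissue in the dissection was tested with the observations on gsb and stays open; for the other single values no biological explanation was tested.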

How the results depend on the processing

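The count of genes above 1 rpkm in at least 1 time point stayed between 9370 and 9776 under the alternatives fixed before the data were examined, and that of listed transcription factors between 251 and 261. Alternatives chosen after seeing the data gave 10190 genes (any 1 of the 8 libraries above 1 rpkm), 10008 (identifiers without a length given the median length), 9690 (50 bases added to each length), 9462 (nested genes with less than 2 times the expected host reads left out) and 8740 (protein-coding genes).

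With the length of the longest transcript, the highest listed transcription factor was at 482 rpkm and the 100th at 27.2 rpkm, because the length of a gene changes; the other alternatives kept them between 351.5 and 357.8 rpkm and between 22.9 and 23.7 rpkm. The 22 transcription factors described in the paper stayed at or above 27 rpkm under each of these alternatives. The correlation of the time points was 0.988 with a pseudocount of 0.1, 0.979 over genes above 1 rpkm and 0.964 on the linear scale; the cause was not tested.

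The count of genes that differed between the time points was 531 (266 higher, 265 lower) when tested against a fold change of 1.5, and that of listed transcription factors was 22 (9 higher, 13 lower), because a stricter hypothesis is tested. The other alternatives gave between 3121 and 3998 genes and between 103 and 121 listed transcription factors. The 8 fits that each left out 1 library gave from 3121 to 3435 genes. DESeq2 shared 3620 of its 3998 genes with the 3692.

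The replicate numbers do not pair the libraries: deviations of same-numbered libraries from their time points had correlations across genes of -0.03, 0.12, -0.20 and 0.11. With the replicate number as a block, 3175 genes and 108 listed transcription factors differed. Of the named genes, grh, opa and cad passed the threshold only without the block and ImpL2 only with it; the other 70 kept their calls.

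Camera with an estimated correlation gave adjusted p-values of 0.149 for cuticle and chitin, 0.15 for cell division and 0.149 for neuron, against 2.58e-06, 4.58e-22 and 9.25e-05 with the preset correlation; the cause was not tested. With fry on all 8 libraries, these lists passed the threshold (4.11e-05, 6.72e-05 and 0.000762). With camera at the preset correlation, they passed it in each of the 8 fits that left out 1 library; fry and the estimated correlation were not run on those fits.

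Among log2 fold changes of single named genes, those that changed sign lay near 0. Across the 8 fits that each left out 1 library, the log2 fold change ranged from -0.206 to 0.155 for gsb and from -0.143 to 0.042 for retn, both positive only without replicate 3 at 28 hr APF. It ranged from -0.031 to 0.021 for Cht2 and from -0.09 to 0.124 for comt, and upper-quartile normalization moved Cht2 to 0.001. For Cht2 and comt the cause was not tested. In the fits that left out 1 library, 31 calls of 7 genes fell below the threshold and 8 rose above it.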

Differences from the paper's values

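The 4 values compared lay within 1.5 times the paper's. The genes above 1 rpkm numbered 9739 against the paper's 11,816, and the listed transcription factors above 1 rpkm numbered 260 against the paper's 282 annotated transcription factors, from a different list. The highest listed transcription factor at 28 hr APF was at 354 rpkm against the paper's 442, and the 100th was at 23.5 rpkm against the paper's 27. With the length of the longest transcript, an alternative fixed before the data were examined, the 100th was at 27.2 rpkm and the highest at 482 rpkm, above the paper's value. The paper's text does not name the gene at 442 rpkm, and the lists differ, so the 2 highest values need not belong to the same gene. Listed transcription factors that were not matched to the counts, such as lola, br and da, also have no level here. If their levels were high, they would change the highest value, the 100th value and the ranks given here. No setting that was run reached the paper's count of genes above 1 rpkm; a threshold of 0.18 rpkm, chosen after seeing the values, would give it.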

Other observations

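Apart from the tests on nuclear genes of the respiratory chain and on phallus genes, the tests in this part were chosen after the result was seen, and so were the genes named here outside the rule given with the processing.

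snoRNA and tRNA genes lying inside an intron of another gene carried counts close to the number of spliced host reads expected to span that intron. The median ratio of the count to that number was 1.27 for 58 nested snoRNA genes and 1.10 for 94 tRNA genes, with rank correlations across genes of 0.905 and 0.735. For 175 ncRNA genes the median ratio was 1.73, and for 652 protein-coding genes it was 3.11, with a rank correlation of 0.452, so the match does not extend to nested protein-coding genes as a class. snoRNA genes in the same intron had nearly equal counts over the 8 libraries, such as snoRNA:SC35-a with 3214 and snoRNA:SC35-b with 3204, with a median absolute log2 ratio of 0.0076 over 6 pairs, against 0.456 over 15 pairs in different introns of the same host. Transcripts of the snoRNA genes themselves would not be expected to be this equal. A candidate explanation is that reads spliced across an intron were counted on the small RNA genes inside it. Unspliced host transcripts would give longer nested genes more reads; over 8 pairs of ncRNA genes in the same intron the median log2 ratio of the longer to the shorter was 0.0948, where length alone gives 0.466, but these genes can have transcripts of their own, so this explanation cannot be told apart for them.

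All 37 genes of the mitochondrial genome, 13 of them protein-coding, are listed at 0 in all 8 libraries. Nuclear genes of the respiratory chain had a median of 186 rpkm, so an absence of mitochondrial transcripts from the tissue is not borne out. Whether the reads were left out at alignment or at counting cannot be told apart, since the 37 zeros are all the counts show.

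In replicate 1 at 24 hr APF, the 6 Hsp70 copies were between 3.77 and 4.54 (log2) above the mean of the other 24 hr libraries; Hsp70Aa had 572 CPM against 15.3 to 42.7. The copies are near-identical and their counts are uncertain. Of 9 other heat shock genes, 7 were highest in that library among the 24 hr libraries, and Hsp68 had 3813 counts against 405 to 949. This is consistent with a heat shock response in that pupa or sample; the labels give no cause.

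Cyp4g1 had 75.3 and 14.2 CPM in replicates 4 and 1 at 24 hr APF, and between 0.118 and 2.55 in the other 6 libraries. A varying share of oenocytes is a hypothesis. Of 6 other oenocyte genes, 1 (FarO, with 13.3 and 1.83 CPM in the same libraries) followed Cyp4g1 closely. FASN2 was also highest in replicate 4 at 24 hr APF, with 34 counts against 0 to 5 in the other libraries. spidey did not follow, with 10.9 CPM in that library and 11.8 to 13.4 CPM in the others, and eloF had no count. Cpr and Desat1 had at least 179 and 134 CPM in every library, which could hide a small share. With 1 library carrying most of the signal, the hypothesis cannot be told apart from a change in Cyp4g1 and FarO themselves.

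In replicate 3 at 28 hr APF, gsb, its neighbor gsb-n and svp were lower than the mean of the other 28 hr libraries by log2 differences of -1.37, -1.06 and -0.99, and abd-A was higher by 1.51. Less phallus tissue in that dissection would lower other genes the paper places in the phallus. The median log2 difference of 5 of them was -0.05, with retn at -0.58 and Poxn at 0.06. With 1 library this cannot be told apart from variation between pupae.

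Of the other marker lists, cuticle and chitin rose by a median log2 fold change of 0.53 (25 of 33 genes higher) and neuron by 0.61 (16 of 18 genes higher), but 2 and 5 of the 35 splits gave camera p-values as small. Taken singly, 21 of 33 and 12 of 18 genes of these 2 lists differed between the time points, with 3 and 0 of them lower at 28 hr APF. The lists for ecdysone response (median 0.09), testis (-0.04), fat body (0.28), hemocyte (0.19) and muscle (0.25) did not pass the threshold, with adjusted p-values of 0.391, 0.612, 0.364, 0.364 and 0.249, and 11, 19, 21, 24 and 14 of the 35 splits gave p-values as small. Camera tests a shift of a list in 1 direction, so genes that change both ways can cancel. Tested singly, 15 of 24, 5 of 15, 5 of 15, 4 of 18 and 15 of 21 of their genes differed between the time points. Of these, 6, 1, 1, 1 and 5 were lower at 28 hr APF. Of the matched genes of these lists, in the same order, 21 of 27, 16 of 36, 11 of 19, 15 of 21 and 16 of 22 were above 1 rpkm in the terminalia. For cuticle and chitin this was 28 of 34. For neuron it was 8 of 20, so most matched neuron genes were at low levels.

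The largest increases among genes of at least 10 rpkm were in Cpr76Bc, from 0.0651 ± 0.0577 to 10.9 ± 2.57 rpkm, and Spn100A, from 5.40 ± 2.28 to 175 ± 24.2 rpkm, and the largest decrease was in CG6409, from 265.9 ± 82.0 to 4.35 ± 0.874 rpkm (SD, n = 4 each). The paper does not report them.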
